# *Fraxinus excelsior* updated long-read genome reveals the importance of MADS-box genes in tolerance mechanisms against ash dieback

**DOI:** 10.1093/g3journal/jkaf053

**Published:** 2025-03-20

**Authors:** Sara Franco Ortega, James A Bedford, Sally R James, Katherine Newling, Peter D Ashton, David H Boshier, Jo Clark, Susan E Hartley, Andrea L Harper

**Keywords:** ash, *Fraxinus excelsior*, genome, *Hymenoscyphus fraxineus*, tolerance, diversity panel, dormancy, associative transcriptomics, Oxford Nanopore Technologies

## Abstract

Ash dieback caused by the fungus *Hymenoscyphus fraxineus* has devastated the European ash tree population since it arrived in Europe in 1992. Great effort has been put into breeding programs to increase the genetic diversity of ash trees and find heritable genetic markers associated with resistance, or tolerance mechanisms, to ash dieback. To facilitate identification of molecular markers, we used Oxford Nanopore Technologies combined with Illumina sequencing to obtain an accurate and contiguous ash genome. We used this genome to reanalyze transcriptome data from a Danish ash panel of 182 tree accessions. Using associative transcriptomics, we identified 175 gene expression markers, including 11 genes annotated as dormancy MADS-box transcription factors which are associated with ash bud dormancy, flowering, and senescence. We hypothesize that tolerant trees both break dormancy earlier in the year by increasing the expression of flowering-related SOC1 MADS-box and reducing the expression of SVP-like MADS-box, whilst also accelerating senescence by increasing the expression of JOINTLESS MADS-box genes. DNA methylation differences in the promoters of MADS-box genes between 1 tolerant and 1 susceptible tree indicate potential epigenetic regulation of these traits.

## Introduction

Common ash (*Fraxinus excelsior*) is a medium-sized deciduous tree with a wide distribution throughout all temperate zones of Europe. Ash is vulnerable to attack by many pests, for example, the emerald ash borer (*Agrilus planipennis*), a beetle native to Asia, whose larvae feed in the phloem, threatening the survival of the tree. However, since the first observation in 1992 in Poland, ash dieback caused by the ascomycete fungus *Hymenoscyphus fraxineus* (syn. *Chalara fraxinea*) has devastated European ash trees, killing over 90% of trees, reaching the UK in 2012 (Freer-Smith and Webber 2017). Ash dieback causes wilting and necrotic lesions on leaves, and later dot diamond-shaped lesions on the stems. Eventually, the disease kills the majority of trees, with only 5% of trees exhibiting low susceptibility to ash dieback. The teleomorph form of the fungi develops on the fallen rachises from leaves infected during the previous year and produces airborne ascospores reaching inocula of more than 100 spores m^3^, allowing transmission to other trees (Chandelier *et al*. 2014).

Due to both long generation and production cycles, forest tree breeding programs emphasize the maintenance of genetic variability whilst selecting to improve particular traits (Neale and Kremer 2011). Genomics-assisted breeding offers new opportunities to exploit wild tree populations whilst maintaining their genetic diversity (Migicovsky and Myles 2017). Genome-wide association studies can be used to determine loci responsible for a trait (resistance, tolerance, or susceptibility) and their size effect on the phenotype. Previously, more than 3,000 single-nucleotide polymorphisms (SNPs) were associated with low vs high ash dieback disease scores, and 61 were associated with the biotic stress response in other plant species. Prediction models using these data were able to estimate the health score of the tree with 90% accuracy (Stocks *et al*. 2019). However, this analysis was performed on a relatively low-contiguity ash genome reference (89,487 scaffolds with N50 of 104 kbp) (Sollars *et al*. 2016), which could cause an overestimation of marker-trait associations due to inaccuracies across regions with high numbers of undetermined nucleotides (∼17% of this genome reference).

Obtaining an accurate, contiguous genome is a key step for downstream analysis. Here, we report the assembly of a new high-contiguous genome for European ash, and an assessment of the genetic diversity in a Danish ash population with a high incidence of ash dieback (for more information about the panel, please refer to Harper *et al*. 2016). We used Oxford Nanopore Technologies (ONT) to generate long sequence reads combined with Illumina data, to obtain a more contiguous and complete ash genome. (Fleck *et al*. 2024) have already reported that ONT data is sufficient for assembling *Fraxinus* spp. genomes as they obtained contiguous genomes of *Fraxinus americana*, *Fraxinus nigra*, and *Fraxinus pennsylvanica*. However, in this work, we benefit from previous Illumina data that we used to polish the genome and for de-novo annotation. To assess the utility of this assembly, we analyzed mRNA-Seq data via associative transcriptomics (AT) analysis, which identifies molecular markers associated with a trait measured across a diversity panel, and has been used previously to identify gene sequence and expression variants associated with ash dieback damage using a Danish population (*n* = 182) (Harper *et al*. 2016). Previously, Harper *et al*. (2016) identified 1 SNP and 13 gene expression markers (GEMs) associated with low and high disease tolerance to ash dieback. Both the SNP and the top 2 GEMs were members of the MADS-box transcription factor family and could predict 21 and 28% of the phenotype of other accessions. In this manuscript, we performed an AT analysis using the updated *F. excelsior* gene annotations and the same Danish population, confirming the importance of some MADS-box transcription factors such as *SUPPRESSOR OF OVEREXPRESSION OF CONSTANS1* (SOC1) or *SHORT VEGETATIVE PHASE* (SVP)-like genes, identified by subsequent phylogenetic analysis, in tolerance/susceptibility to ash dieback.

A great additional advantage of using ONT technologies is the possibility of calling methylated sites on the genome. In plants, cytosine DNA methylations (5mCs) occur in 3 sequence contexts CpG, CHG, and CHH (where H = A, C, or T). Methylation of cytosine plays an important role in biological processes, for example, in gene expression regulation, silencing of transposable elements, or stress response, as differential DNA methylation can be related to selective expression of defense-related genes (Arora *et al*. 2022). Understanding differences in methylation between tolerant and susceptible ash trees could help to understand the basis of these phenotypes. For the first time, we have linked the expression of genes associated with ash dieback tolerance to significant differences in the DNA methylation frequency of the promoters of GEMs identified by the AT analysis.

### Materials and methods

#### DNA extraction and sequencing

DNA was obtained from the leaves of a grafted *F. excelsior* tree which was used for an earlier ash genome assembly (isolate 2451S; Sollars *et al*. 2016), which was provided to us by Future Trees Trust. The parent tree located at Paradise Wood, Oxfordshire, UK, was produced by the self-pollination of a hermaphroditic *F. excelsior* tree growing in woodland in Gloucestershire, UK, (52.020592, −1.832804) in 2002 as part of the FRAXIGEN project (Fraxigen 2005).

Leaves were ground to a powder in liquid nitrogen, before DNA was extracted using a high molecular weight gDNA extraction protocol. Briefly, ground leaf material is incubated with Calson buffer (100 mM Tris–HCl pH 9.5, 2% CTAB, 1.4 M NaCl, 1% PEG 8000, 20 mM EDTA, and 0.25% β-mercaptoethanol) containing proteinase K at 65°C for 30 min with intermittent mixing, followed by an addition of RNaseA for a further 30 min incubation. An initial crude extraction was performed with 1 volume chloroform, and the DNA precipitated with 0.7 volumes isopropanol. The resultant DNA was then subject to a further purification using QIAGEN genomic-tips, according to the protocol developed by Vaillancourt and Buell (2019). Extracted DNA was quantified with Qubit and Nanodrop prior to sequencing. Libraries were prepared using the SQK-LSK109 ligation sequencing kit, using extended incubations for nick repair, end preparation and ligation steps, and each sample run on a single PromethION R9.4.1 (FLO-PRO002) flow cell. Sequencing was performed on a PromethION 24 running MinKNOW software version 3.6.1, and highest accuracy basecalling performed using Guppy basecaller version Guppy basecalling software version 3.2.8 (ONT).

#### Genome assembly

Initially, the chloroplast and mitochondrial genomes were assembled using CANU (version 2.1.1) (Koren *et al*. 2017) and polished using RACON version 1.4.20 and MEDAKA version 1.0.3. (Vaser *et al*. 2017) (Supplementary Text 1). CANU was then used to assemble the genome with the remaining unmapped reads.

To curate the heterozygous genome, PURGE HAPLOTIGS (Roach *et al*. 2018) was used to reassign allelic contigs and obtain a haploid assembly. The curated assembly was plotted to calculate the coverage and find 0.5× and 1× coverage contigs using the histogram cutoffs: a low point of 3, a midpoint of 45, and a high cutoff of 390. All the contigs with abnormally high or low coverage according to the histogram were removed and those with an alignment score greater than 80% were also marked for reassignment as haplotigs (option -a 80 in the purge function). Previously published Illumina data (ERR1399574; Sollars *et al*. 2016) was used to polish the curated assembly using PILON version 1.24 (Walker *et al*. 2014).

Benchmarking Universal Single-Copy Orthologs (BUSCO version 4.0; Manni *et al*. 2021) was used to assess the completeness of the genome against the embryophyte and eudicot datasets. Statistical analyses were also performed with QUAST v 5.0.2 (Gurevich *et al*. 2013).

#### Genome annotation

To annotate the genome, repetitive elements were identified using REPEATMODELER (version 2.1) and REPEATMASKER (version 2.1; Flynn *et al*. 2020). BRAKER (version 1.9; Brůna *et al*. 2021) was used to predict the gene models in the masked genome. Protein data from the Viridiplantae (downloaded November 2021; https://v100.orthodb.org/download/odb10_plants_fasta.tar.gz; Zdobnov *et al*. 2021) was used in combination with the previously published mRNA-Seq data from roots (ERR1399494), cambium (ERR1399492), leaves (mother tree and 2461s, ERR1399495, ERR1399573), and flowers (ERR1399493). TSEBRA (Gabriel *et al*. 2021) with default configuration was used to combine the results of both proteins and mRNA-Seq predictions. Annotations were filtered by structure and function using GFACS (Version 1.1.2; Caballero and Wegrzyn 2019) and ENTAP (Hart *et al*. 2020). EGGNOG (Huerta-Cepas *et al*. 2019; Cantalapiedra *et al*. 2021) was used for the functional characterization of the gene models. Transposable elements (TE) and tandem repeats were identified using the Extensive de-novo TE Annotator (EDTA; Ou *et al*. 2019). We compared the gene models predicted in this new assembly against the cds models reported by Sollars *et al*. (2016). We identified the genes with the highest homology between both genomes by first creating a database using the old genome followed by BLASTn with the new cds models as a query and filtering for a single match (-max_target_seqs 1). Gene ontology enrichment was performed using the package topGO in R assessing the molecular function, cellular components and biological processes of the new cds models that did not have high similarity with the predicted genes in the genome reported by Sollars *et al*. (2016).

#### DNA methylation

NANOPOLISH (v 0.13.2; Simpson *et al*. 2017) was used to identify methylated CpG sites. DNA regions with a cytosine followed by guanine from 5′ to 3′ direction were identified as well as the frequency of methylation in the whole genome. 

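In the leaf DNA of reference tree 2451S, 67.6% of the confident calls favoured a methylated CpG and 32.4% an unmethylated CpG. For each read and each group of neighbouring CpGs, Nanopolish compares the likelihood of the current signal with and without methylation, and a positive log-likelihood ratio favours methylation. The calls used here were 4125530 calls from 188927 reads on parts of 53 contigs, and they covered 21.5% of the CpG groups listed for these contigs. Of these calls, 63.0% had a positive ratio, and 56.6% had a ratio of at least 2 per CpG in either direction. The latter include 756578 calls with a negative ratio. When calls of at least 2 per CpG were counted, positive ones as methylated and negative ones as unmethylated, the number of called sites and the number of methylated sites were both identical to the authors' numbers in 86407 of 86488 covered CpG groups (99.9%). With the limit taken as 2 per group instead of per CpG, both numbers were identical in 77.7% of the covered groups. Limits of 2.5 and 1.5 per CpG gave 7.57% and 6.81%. The deposited frequency was under 100% in 78.8% of the groups covered by calls.

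**Figure D1:**
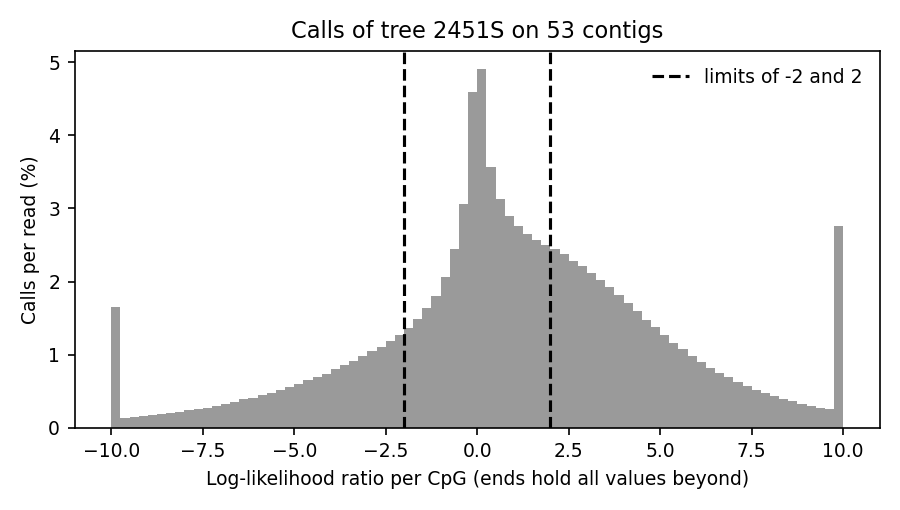
Share of all calls per read (vertical axis, %) by log-likelihood ratio per CpG (horizontal axis), with all values beyond the ends placed in the end bars and dashed lines at -2 and 2. Calls with a ratio per CpG from 2 to 5 make up 23.3% of all calls and those from -5 to -2 make up 10.8%.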

The frequency was only calculated when the log_lik_ratio (log like methylated–log like unmethylated) had a positive value, supporting methylation.

#### Pseudochromosome construction

A closely related species with a chromosome-level genome assembly can be used as a reference to construct pseudochromosomes from the contigs. We used the chromosome-level *F. pennsylvanica* genome (Huff *et al*. 2022) in NTJOIN (version 4.2.1; Coombe *et al*. 2020) with k = 32 and w = 32, *n* = 2, mkt = true and no_cut = true options. NUCMER 3.1 (Kurtz *et al*. 2004) was then used for mapping (options -c 500 -b 500 -l 100 -maxmatch) between the *F. pennsylvanica* chromosomes and the *F. excelsior* pseudochromosomes. Files were later filtered (delta-filter function) to only maintain the synteny regions with identity ≥ 90% and with a minimum length of 100 bp.

Circlize package in R was used to create a chord graph of syntenic regions with identity > 90% and using a minimum length of 100 bp. A circular plot of the genome was then performed using the Circlize package in R, showing the position on the pseudochromosomes of the contig and genes, GC content, methylated frequency, coverage and long terminal repeat (LTR) transposable elements.

Mapping between genes (using the coding sequence) of both species was carried out using the Synteny Imaging tool (SYNIMA; Farrer 2017) using OrthoFinder.

#### Population structure analysis of Danish trees

To investigate the genetic diversity of *F. excelsior* in Denmark, we used previously published data (*n* = 182, Harper *et al*. 2016). The mRNA-Seq data was mapped using STAR 2.7.10 (Dobin *et al*. 2013) against the new genome assembly, and variant calling was performed using GATK version 4.2.4.0 using HaplotypeCaller. VCFTOOLS version 0.1.16 (Danecek *et al*. 2011) was used to merge variants for the individuals of each panel, and to filter out genotypes called below a minimum allele count = 5, minimum number of alleles = 2, maximum missing data 25% (across all individuals), SNPs with >3 alleles, and quality < 30. After filtering, the samples were merged using VCFTOOLS. Annotation of the variants was done with SnpEff version 5.1 (Cingolani *et al*. 2012b) and filtered with SnpSift (Cingolani *et al*. 2012a) to only keep SNPs located on exons. The vcf file was converted to geno format using VCFTOOLS and the ped2geno function (LEA package) in R. PSIKO v2 (Popescu and Huber 2015) was used to infer population stratification.

#### AT

To assess the validity of the new genome, we repeated the AT analysis of ash dieback disease damage traits in the Danish panel (Harper *et al*. 2016). To identify any differences in the gene expression, TPMs (transcripts per million) of the mRNA-Seq data from the Danish panel were calculated using salmon (version 0.8; Patro *et al*. 2017). Salmon counts were input into R 4.3.3 with tximport (Soneson *et al*. 2016) to obtain TPMs. Regression analysis was then conducted to compare the expression (TPMs) of the 182 trees of the Danish panel against the ash dieback disease damage scores (for more information about how damage score was measured, refer to Harper *et al*. 2016). The analysis included multiple test corrections using false discovery rate (FDR) with Benjamini–Hochberg adjustment and Bonferroni threshold to reduce the likelihood of identifying false positives. We identified GEMs by setting FDR ≤ 0.05.

#### Phylogeny of MADS-box genes

To identify the role of MADS-box genes, classified as GEMs, we retrieved the amino acid sequence of the MADS-box genes with FDR < 0.05 in the AT analysis, and the sequence of another 63 MADS-box sequences from *Arabidopsis thaliana*, *Pyrus pyrifolia*, and *Prunus mumus* downloaded from GenBank (NCBI, National Center for Biotechnology Information). Sequences were then aligned using MAFFT (version v7.490) (Katoh and Standley 2013), trimmed with TRIMAl (version 1.4 rev15; Capella-Gutiérrez *et al*. 2009) and the maximum likelihood phylogenetic tree was created using IQ-TREE (version 2.2.0-beta; Nguyen *et al*. 2015). Maximum likelihood was performed on 118 amino acids with the Q.insect + G4 chosen automatically according to the Bayesian information criterion. The Interactive Tree of Life online tool (I-TOL version 6.5.8) was used to visualize the tree.

#### Methylation profile of tolerant and susceptible trees

With the aim of identifying potential epigenetic regulations that might control the expression of GEMs, we extracted DNA was using the method of Workman *et al*. (2018) from a pair of Danish trees previously described in Harper *et al*. (2016); association panel tree Ash66, and prediction panel tree DNASH35, which had ash dieback disease damage scores of 0 and 75%, respectively. ONT library preparation, sequencing, basecalling, and methylation calling were performed as described above. NANOPOLISH was used to call methylation as described above. Methylation was assessed across different genomic locales (gene bodies, 1 kbp upstream and 1 kbp downstream regions) of all the genes in the genome. Plots were generated using ggplot2 in R representing the mean methylation frequency (20 intervals each representing 5% of the length of the gene body or the mean in each of the 20 intervals representing 50 bp of the upstream and downstream regions). To identify potential epigenetic regulation of GEMs, we assessed the methylation frequency in the upstream region (promoters) of 3 GEMs with lower FDR (Fe_g19663, Fe_g22999, and Fe_g40353). We first removed outliers with identify_outliers function in R and then compared methylation frequency between the susceptible and tolerant trees to ash dieback using the function t_test in R. To associate DNA methylation changes with gene expression, we also assessed and plotted using ggscatter and reg.line in R, the expression of these 3 GEMS across the Danish panel.

### Results and discussion

#### A high-quality *F. excelsior* genome assembly

We generated >49 billion bp in 16,511,805 reads (41.1% Q20, 10.5% Q30) with an average read length of 2,990.7, equating to >47× coverage of the previously reported 877 Mbp ash genome (Sollars *et al*. 2016). 

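The methylation frequencies of reference tree 2451S were listed on the contigs of this assembly and show its extent from the CpG side. CpG groups were listed on 4347 contigs. The last listed CpG of the longest contig, tig00008259_pilon, was at position 2511867. Summed over contigs, the last listed positions came to 865440958 bp with an N50 of 336593 bp, and 2559 contigs reached 100 kb and held 89.7% of the CpG groups. Each last position is a lower bound of the length of its contig, because sequence after the last CpG is not counted. The listed groups held 19331936 CpGs, which is 22.3 CpGs per kb of the summed positions.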

After chloroplast and mitochondrial assembly (Supplementary Text 1), the remaining reads (14,785,500; 40 billion bases; 45.53× coverage) were assembled into 4,353 contigs and, after polishing with Illumina reads, a genome with a total length of 866,153,998 bp, N50 = 336,336 (minimum length 1,121 bp and maximum length 2,511,904) and a 34.22% average GC content was obtained. Although this assembly is 11 Mbp smaller than the previous assembly (Sollars *et al*. 2016), we hypothesize that it is due to far fewer undetermined “N” bases in the new assembly (0% compared to 17%), which can lead to overestimation of genome size. The BUSCO completeness score against the eudicots database was 81.7%, consisting of 68.5% single-copy and 13.2% duplicated BUSCOs. Against the embryophyte database, the completeness score was 85.1% consisting of 71.6% single-copy and 13.5% duplicated (fragmented: 6.4%, missing: 8.5%, *n*: 1,614).

The genome was annotated using a combination of mRNA-Seq data and protein gene model predictions. In total 43,392 gene models were obtained. Out of these, 15,245 were mono-exonic and 28,147 multi-exonic with a median of 4 introns each. The median gene size, coding sequence size and exon size was 1,181, 549, and 114 bp, respectively. Functional annotations were obtained for 39,864 of those gene models. The number of gene models increased by 12% compared with the previous assembly (38,852 protein-coding genes and 50,743 transcripts (Sollars *et al*. 2016)). We found that 38,588 new gene models had high homology to 26,078 old gene models (with multiple correspondence between 1 new cds model and several old cds models). The new gene models with no similarity (4,804) were assessed for their function by performing a gene ontology enrichment (Supplementary Table 1). This analysis showed that they matched with multiple functions and processes including retrotransposition, defense response, signal transduction, or RNA-templated DNA biosynthetic process. These differences could be explained by the advancement in predicting new gene models by programs like BRAKER.

TEs accounted for 50.15% of the genome (previously reported as 35.9% in Sollars *et al*. (2016)), with class I TEs having LTRs in almost 30% of the genome and class II divided into terminal inverted repeats (TIR) and non-TIRs (lacking the TIR structure) in 13.8 and 6.5% of the genome, respectively (Table 1). 

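Methylation was called in leaf DNA of 1 tree, the grafted reference tree 2451S, from ONT reads of PromethION R9.4.1 sequencing. There were no replicates, so no test across samples was possible, and the binomial intervals given for this tree cover counting error only. The authors called methylation of cytosines in CpG with Nanopolish against the contigs of the new genome and deposited, for each group of neighbouring CpGs, the number of called sites, the number of methylated sites and their ratio, the methylation frequency. Called sites are reads times CpGs, so that reads per group were obtained by division. In the groups checked against the calls per read, only calls of at least 2 per CpG were counted. Reads per group are therefore reads with such a call, and not all reads that cover the group. The table lists 14361637 CpG groups, of which 77.4% hold 1 CpG, with a median of 23 reads per group (quartiles 14 and 34) and 470827712 called sites in all. Groups with at least 10 reads were kept, 12377982 groups with a median of 26 reads. The precision of a single group is limited by its reads. A group with 23 of 26 reads methylated has a frequency of 88.5% with an exact 95% confidence interval from 69.8 to 97.6%, and a group with 9 of 10 reads methylated has an interval from 55.5 to 99.7%. CHG and CHH methylation were not called. Contigs were assigned to the pseudochromosome named by more than 50% of their syntenic genes in the first 1998 of the 19063 rows of Table S2, which placed 264 contigs with 8.96% of the CpG groups. The other contigs were not assigned here.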

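In the authors' calls of tree 2451S, the larger part of the CpG groups had high frequencies, and the others were divided between low and intermediate frequencies. A frequency of at least 80% was found in 63.4% of the CpG groups and a frequency of at most 20% in 18.3%, and the remaining 18.3% lay between these limits. The share depends on the limit on the likelihood ratio. Over the groups covered by the calls per read, 60.6% had at least 80% with the limit of 2 per CpG and 44.8% without a limit. The median frequency was 90% (quartiles 53.3 and 97.4%). The mean over groups was 71.4%, and 71.1% of all called sites were methylated (95% Wilson interval 71.11 to 71.12%). Every counted read was methylated in 21.5% of the groups, and no counted read in 7.10%. The medians of the 23 pseudochromosomes ranged over 6.02 percentage points, with an SD of 1.60 between pseudochromosomes. The lowest was 86.7%, on pseudochromosome 5 (order-statistic 95% interval 86.4 to 87.0%) and equally on pseudochromosome 15 (85.7 to 87.1%). The highest was 92.7%, on pseudochromosome 22 (92.6 to 92.9%). When the 264 contigs were reassigned at random 10000 times, the SD between pseudochromosomes was 1.42 in the median draw and from 0.964 to 2.21 in the central 95% of draws, so the observed SD lay within the spread between random sets of contigs. Only medians were compared with random sets, and not means or quartiles. The means ranged more widely, from 64.6% on pseudochromosome 5 to 78.8% on pseudochromosome 22. The lower quartile was 17.4% on pseudochromosome 5 and 75% on pseudochromosome 22, while the upper quartiles were 96.8% and 97.6%. The sequences given with the CpG groups, 11 bp for a group of 1 CpG, had a median GC content of 45.5% (quartiles 36.4 and 54.5%), and the bases beside the CpGs alone had a median of 33.3%. The median depends on the unit and on the limit. It was 82.5% over means of windows of 1 kb and 72.2% over means of windows of 100 kb. Over the groups covered by the calls per read, it was 88.9% with the limit of 2 per CpG and 76.7% without a limit. In its text the paper states the level of methylation as a median and compares it between pseudochromosomes.

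**Figure D2:**
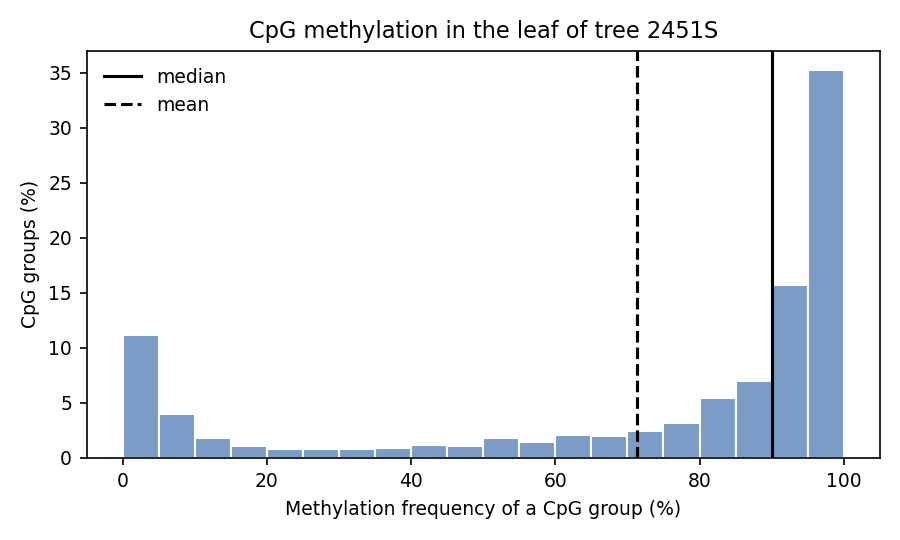
Distribution of methylation frequency (horizontal axis, %) over the 12377982 CpG groups with at least 10 reads (vertical axis, % of groups), with the median as a solid line at 90% and the mean over groups as a dashed line at 71.4%. The bar from 95 to 100% holds 35.2% of the groups and the bar from 0 to 5% holds 11.2%.

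**Figure D3:**
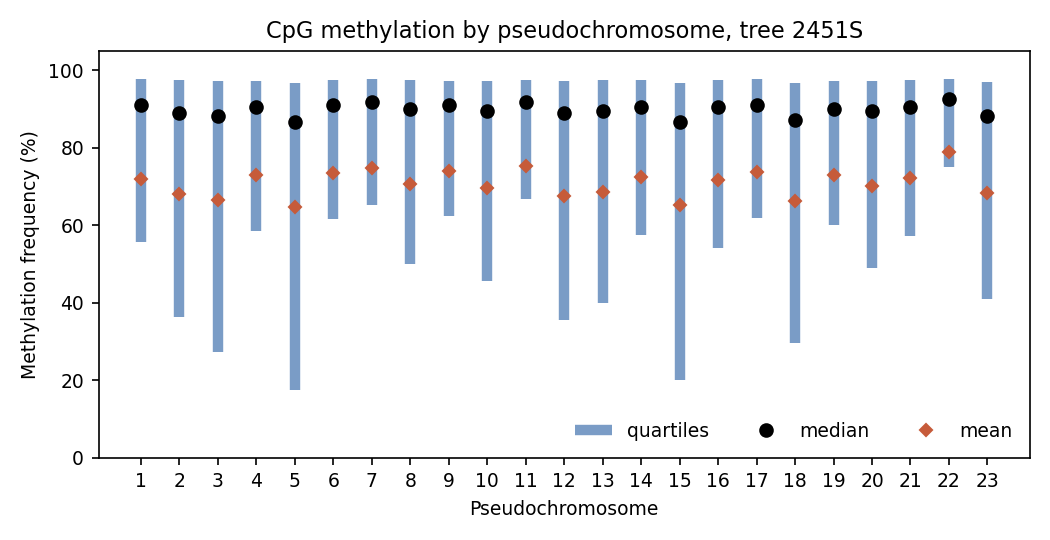
Methylation frequency of CpG groups (vertical axis, %) by pseudochromosome, with medians as circles, means as diamonds and the range between the quartiles as bars, over 4 to 21 assigned contigs per pseudochromosome. The medians lie between 86.7 and 92.7%, and the lower quartiles between 17.4 and 75%.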

The level of cytosine C5 methylation was 71% (median), with a similar level of methylation in all pseudochromosomes and a median GC content of 43.4% (Supplementary Fig. 1b).

**Table 1.** Transposable elements (long terminal repeat, considering the 4,353 contigs and genome size of 866,153,998 bp.

Type	Class	Count	Number of bases masked	% masked
**LTR**	Copia	139,021	1.14E^+08^	13.18
	Gypsy	59,818	5.66E^+07^	6.54
	Unknown	130,001	8.78E^+07^	10.14
**TIR**	CACTA	73,048	2.44E^+07^	2.82
	Mutator	158,792	4.92E^+07^	5.68
	PIF_Harbinger	72,787	1.38E^+07^	1.59
	Tc1_Mariner	14,873	4.39E^+06^	0.51
	hAT	66,539	2.75E^+07^	3.18
**Non**-**TIR**	Helitron	157,970	5.65E^+07^	6.52
**Total**	Interspersed	872,849	4.34E^+08^	50.15

Using the *F. pennsylvanica* assembly (Huff *et al*. 2022), we assessed the synteny of the new *F. excelsior* genome and assigned the contigs into 23 pseudochromosomes covering 98.8% of the genome size (Supplementary Fig. 1a, Table 2), but adding undetermined nucleotides to the assembly (N's per 100 kbp = 33,878.9). Although some small contigs did not assemble within the pseudochromosomes, they only accounted for 1.2% of the total genome size and were likely discarded by NTJOIN, probably due to the small window used for minimizers (21 bp) and the different length of repetitive regions in the genomes or by local misassembles (Table 1). A total of 19,063 genes were identified as orthologues between *F. pennsylvanica* and *F. excelsior*, respectively (out of a total of 35,470 and 43,392 genes in the *F. pennsylvanica* and *F. excelsior* genomes, respectively) (Supplementary Table 2).

**Table 2.** Pseudochromosome sizes and number of contigs (4,353) were obtained in the new *F. excelsior* genome assembly.

Scaffold	Pseudochromosome	Number of contigs/scaffold	Size pseudochromosome considering only contigs (bp)	Size pseudochromosomes (bp)
**ntJoin11**	Fe_Chr01	278	57,049,569	86,871,061
**ntJoin3**	Fe_Chr02	424	49,314,643	74,385,309
**ntJoin7**	Fe_Chr03	173	37,946,013	61,580,219
**ntJoin17**	Fe_Chr04	166	41,423,499	63,362,762
**ntjoin15**	Fe_Chr05	215	46,945,204	70,449,272
**ntJoin20**	Fe_Chr06	166	38,821,743	57,332,361
**ntJoin19**	Fe_Chr07	138	30,142,704	47,976,435
**ntjoin1**	Fe_Chr08	153	35,917,803	55,280,346
**ntJoin4**	Fe_Chr09	165	40,278,964	60,937,593
**ntJoin2**	Fe_Chr10	175	36,769,960	56,950,872
**ntJoin5**	Fe_Chr11	135	30,206,494	48,899,062
**ntJoin12**	Fe_Chr12	18	43,071,336	64,260,172
**ntJoin6**	Fe_Chr13	176	39,691,603	58,994,051
**ntjoin8**	Fe_Chr14	161	36,996,715	52,400,938
**ntJoin16**	Fe_Chr15	186	35,541,244	51,705,577
**ntJoin18**	Fe_Chr16	126	27,257,267	42,313,996
**ntJoin0**	Fe_Chr17	205	46,292,443	65,972,964
**ntJoin9**	Fe_Chr18	133	30,323,337	45,688,329
**ntJoin22**	Fe_Chr19	140	30,209,446	48,559,296
**ntJoin21**	Fe_Chr20	95	26,387,313	39,753,493
**ntJoin13**	Fe_Chr21	149	33,344,042	47,622,639
**ntJoin10**	Fe_Chr22	121	26,241,128	41,519,084
**ntJoin14**	Fe_Chr23	153	34,940,498	50,364,800
**Not assigned**		507	11,041,030	

Overall, with the use of long-read sequencing technologies, we improved the contiguity and completeness of the previous ash genome based on a short-read assembly (Sollars *et al*. 2016) and reported a high level of TEs (>50%), methylation levels along the genome, and a 12% increase in the number of gene models. 

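Along the contigs of tree 2451S, the mean methylation frequency of windows varied, and the share of high and of low windows depended on their size. Of the 802136 windows of 1 kb with at least 5 CpG groups, 55.9% had a mean frequency of at least 80% and 7.50% had a mean of at most 20% (95% Wilson interval 7.45 to 7.56%). A mean of at least 80% was found in 34.2% of windows of 10 kb and in 17.0% of windows of 100 kb, and a mean of at most 20% in 0.156% and 0.159%. The minimum of 5 CpG groups was the same at each size, so windows cut short by the end of a contig were kept. The shares for 10 and 100 kb therefore do not count full stretches of that length only. After a window of at most 20%, the next window was again at or under 20% in 22.9% of cases, against 6.26% after any other window. The longest run of such windows was 9, on contig tig00012113_pilon from position 216001 to 225000, where the mean frequency was 7.87% on a contig with a median of 79.1%. This run was picked out after the values were seen. In windows of 10 kb, the central 90% of means lay from 43.5 to 89.3%. On the longest contig, tig00008259_pilon, the 250 windows of 10 kb had means from 34.7 to 92.3% with an SD of 10.3 between windows, and the lowest was centred at 965 kb. The frequencies of CpG groups over 20 and up to 50 bp apart had a Pearson r of 0.734 across pairs of groups in this tree. The r fell with distance, to 0.591 over 100 to 200 bp, 0.280 over 500 to 1000 bp and 0.0345 over 10000 to 50000 bp. Neighbouring groups are not independent replicates, so no test was made.

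**Figure D4:**
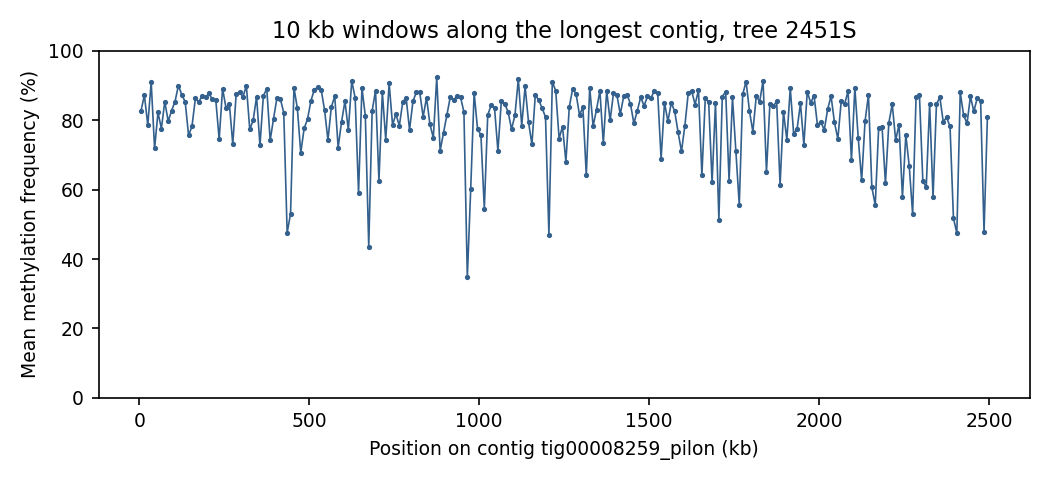
Mean methylation frequency (vertical axis, %) of 10 kb windows along the longest contig (horizontal axis, position in kb), where each point is 1 window of tree 2451S. The lowest window, at 965 kb, has a mean of 34.7%.

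**Figure D5:**
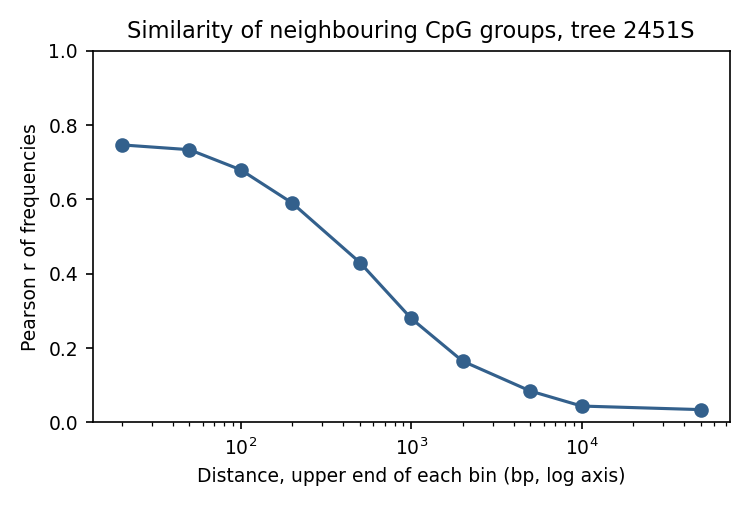
Pearson r between the methylation frequencies of pairs of CpG groups on the same contig (vertical axis) by the upper end of each distance bin (horizontal axis, bp, logarithmic). The r is 0.747 up to 20 bp and 0.165 over 1000 to 2000 bp.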

We also reported a chloroplast assembly with a larger size (192 kbp) than previous chloroplast genomes in other *Fraxinus* species such as *F. pennsylvanica*, which had a reported chloroplast genome of 155 Kb (Yi *et al*. 2019). Chloroplast inverted repeats are usually misassembled, or the boundaries of these regions are not always accurately reconstructed: this could be the case with the chloroplast of the ash genome. Many problems can be also faced in the complex mitochondrial genome due to the large sizes and multiple dynamic structures including linear, branched, or circular (Bendich 1996), which could explain the slight oversize of the mitochondrial genome (592 kbp) compared with the 581 kbp reported previously (Sollars *et al*. 2016).

#### Population genetic analysis to unravel ash dieback tolerance mechanisms

We first mapped Illumina reads from the Danish population to the new genome reference (the average mapping of the Danish was 84.5%; Supplementary Table 3). The Danish panel population structure was also assessed using PSIKO (Supplementary Table 4), based on the membership coefficient (>60%).

A total of 175 GEMs with FDR ≤ 0.05 (Fig. 1, Supplementary Table 5) were identified using AT. Out of those, only Fe_g19663 passed the Bonferroni threshold, followed by Fe_g22999 and Fe_g40353 (Bonferroni > 0.05 and FDR < 0.05), all of which were identified as MADS-box genes. The gene previously reported as a cDNA-SNP marker for ash dieback susceptibility (Harper *et al*. 2016), had a high similarity (99%) with the CDS of the Fe_g18379 (FDR = 2.41E^−05^).

**Fig. 1.**
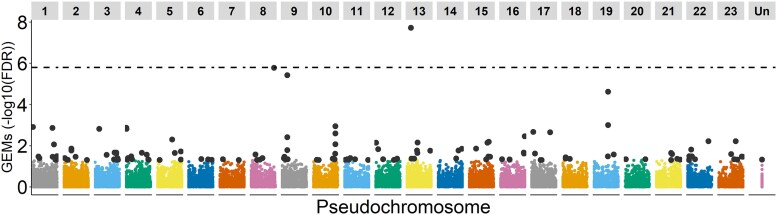
Gene expression markers (GEMs for ash dieback disease score) along the pseudochromosomes. The dotted line represents the Bonferroni cutoff, with only Fe_g19663 passing the threshold. Gray dots represent the GEMs with FDR < 0.05. “Un” represents the contigs that have not been assembled into pseudochromosomes.

A total of 11 MADS-box genes were identified within the 175 significantly associated GEMs (FDR < 0.05). To better understand the role of these GEMs, we inferred a phylogenetic tree by creating a multi-locus sequence alignment with 63 sequences from *A. thaliana*, *P. pyrifolia*, and *P. mumus*, obtaining a total of 118 amino acids after trimming. After the phylogenetic analysis, the GEMs were identified as likely orthologues of the SOC1-like MADS-box (Fe_g19663, Fe_g40350, Fe_g40353, and Fe_g40351.1), and the dormancy MADS-box JOINTLESS (Fe_g18379, Fe_g36254, Fe_g18374, Fe_g18375, Fe_g18373.1, Fe_g18376) (Fig. 2). SOC1 has previously been identified as a promoter of flowering (Dorca-Fornell *et al*. 2011) whilst JOINTLESS has been associated with senescence (Nakano *et al*. 2015). Fe_g22999 was identified as SVP-like, a gene that in *Arabidopsis*, delays flowering by repressing floral regulators such as SOC1 (Li *et al*. 2008).

**Fig. 2.**
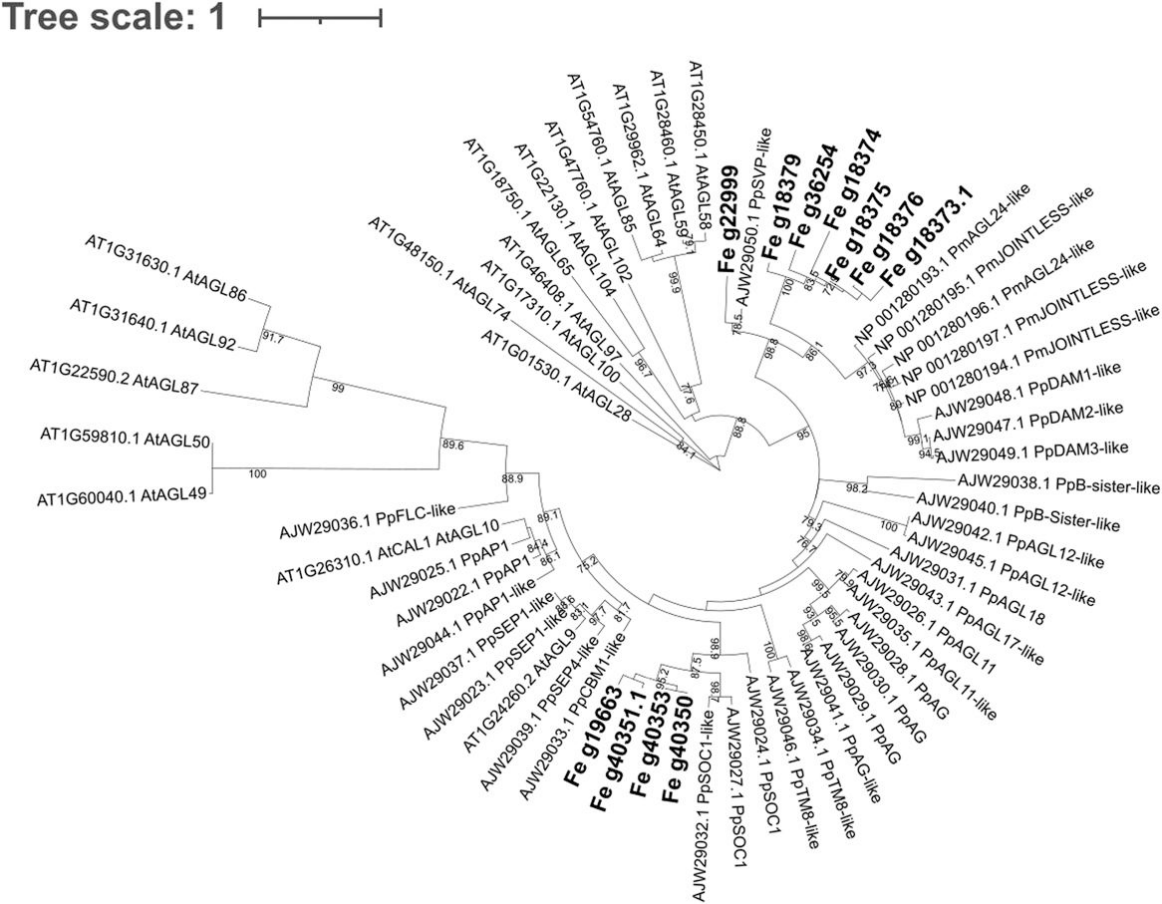
Maximum likelihood tree of the 11 MADS-box identified as GEMs. Bold genes are the MADS-box genes identified in the AT analysis and associated with susceptibility to ash dieback. The tree includes other MADS-box sequences from *Arabidopsis thaliana* (At), *Pyrus pyrifolia* (Pp), and *Prunus mumus* (Pm) downloaded from GenBank (accession number in the names). Bootstraps (from 70 to 100) are included in branches.

The high representation of MADS-box genes in the GEMs suggested a link between the phenology of the tree, such as dormancy, flowering and senescence, and susceptibility to ash dieback. In general, woody perennial plants modulate their seasonal phenology, growth, and dormancy cycles, according to environmental conditions. Bud flush starts with warmer temperatures and increasing daylight (in the UK from April to June), and later, the tree reaches the vegetative growth stage where it will reach its full canopy (June–August). With the reduction of daylight and colder nights in autumn (September–November), the trees stop growing and start forming buds, activating leaf senescence and abscission, followed by endodormancy and cold acclimation (November–March) (Ding and Nilsson 2016). After endodormancy, when the plant has accumulated enough chill, it gradually shifts to ecodormancy and if the conditions are favorable, the floral buds break (Alburquerque *et al*. 2008,Wang *et al*. 2020). On the other hand, *H. fraxineus* overwinters in the leaf litter on the ground. The wind-dispersed ascospores infect ash trees during the tree's vegetative growth stage (summer) (Hietala *et al*. 2013).

Correlations between phenology and disease susceptibility have been already observed in other trees such *Quercus agrifolia* against *Phytophthora ramorum* (Dodd *et al*. 2008) or *Ulmus minor* trees against Dutch elm disease (Domínguez *et al*. 2022). Mckinney *et al*. (2014) found a moderate correlation in Danish and Sweden ash trees between earlier flushing and more resistant genotypes, which can explain this relationship with MADS-box genes. Therefore, we assessed if the different gene expression levels of the top 3 MADS-box (Fe_g19663, Fe_g22999, and Fe_g40353) correlated (Spearman correlation) with the damage score. We showed that the expression of SOC1-like Fe_g19663 and Fe_g40353 was negatively correlated with damage, whilst expression of Fe_g22999 was positively correlated (Fig. 3). Considering that the RNA samples were collected during the time of flushing (Harper *et al*. 2016), susceptible trees, with higher SVP-like expression, might be expected to exhibit delayed phenology, whilst tolerant trees might flush and senesce earlier in the year due to reduced expression of SVP-like (Fe_g22999) and increasing expression of SOC1-like (Fe_g19663 and Fe_g40353) genes.

**Fig. 3.**
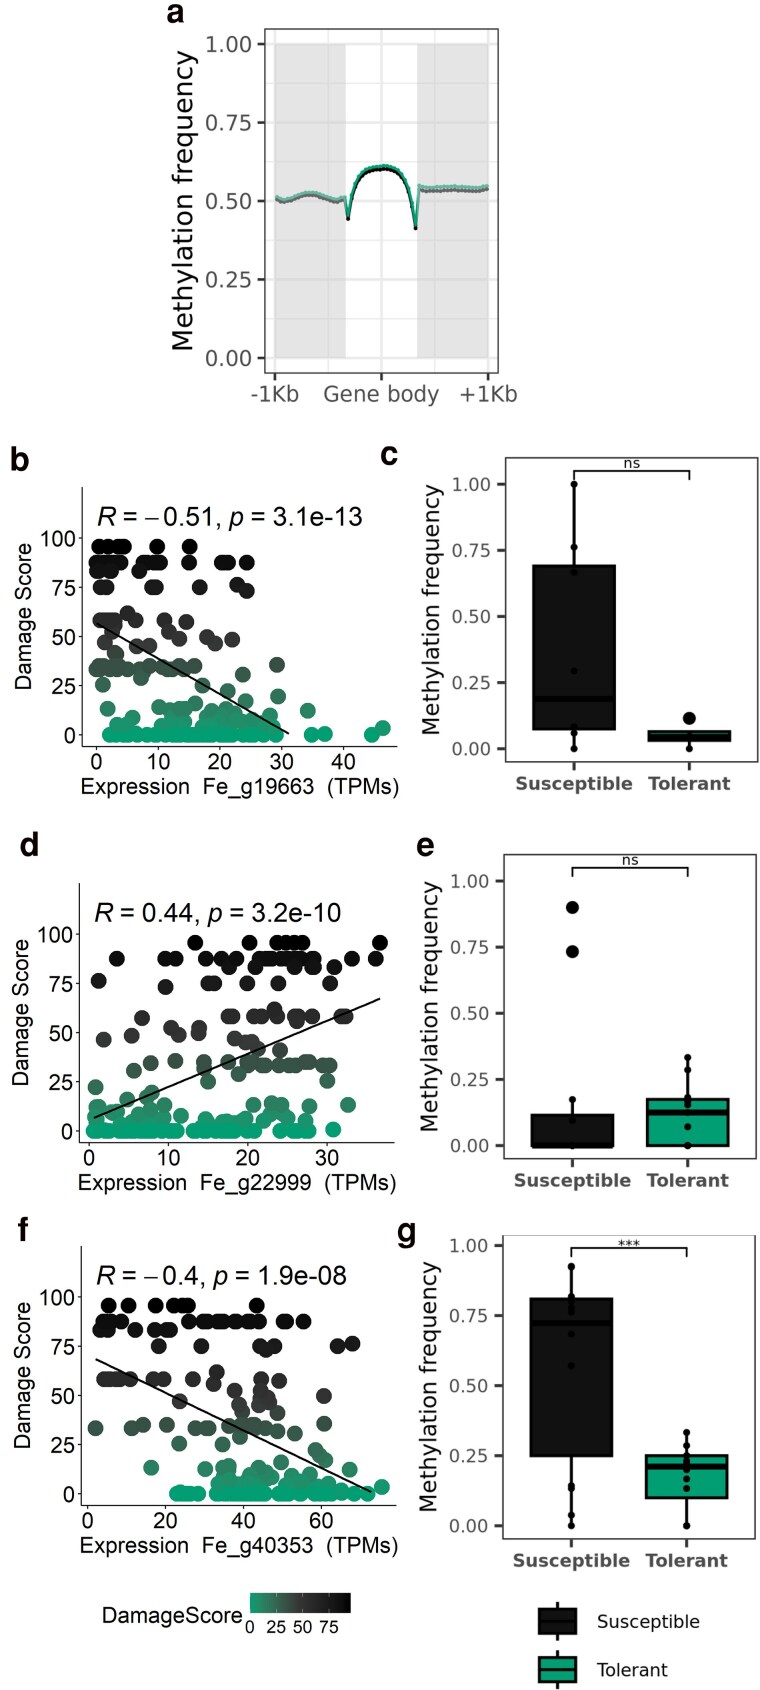
Expression and DNA methylation of genes in the new *F. excelsior* genome. a) Mean methylation frequency across all the genes in the new genome, according to the gene body and upstream and downstream regions (1 kbp each). Mean methylation was calculated in 20 intervals of the length of the gene body or the selected upstream and downstream regions. In green the results of tolerant tree to ash dieback and in black the susceptible tree. b, d, e) Spearman correlation between the expression of the GEMs Fe_g19663, Fe_g19663, and Fe_g40353, identified as SOC1, SVP-like, and SOC1, respectively, and the damage score in each tree (green for the tolerant tree to ash dieback and black for the susceptible tree). c, e, g) Methylation frequency differences between the susceptible and tolerant trees in the upstream region (1 kbp) of the GEMs: Fe_g19663 (*P* = 0.054), Fe_g19663 (*P* = 0.7), and Fe_g40353 (*P* = 0.0008). Stars indicate significant differences. The same colors as in a) were applied.

Epigenetic regulation of DORMANCY-ASSOCIATED MADS-BOX (DAMs) has also been reported, with DNA methylation found in the promoter of MADS associated with transcript repression (Rothkegel *et al*. 2017). However, until now, it has not been assessed whether there are differences in DNA methylation between susceptible and tolerant trees to ash dieback. As a preliminary investigation, we assessed DNA methylation in 2 trees with different degrees of susceptibility. More than 8.75 and 9.05 billion bases (350,247,763 and 35,841,634 reads, N50 = 33,797 and 25,093 and Q20 = 14 and 15%) constituted the tolerant and susceptible ash samples, respectively. The coverage was >10 × for each sample (tolerant sample average read length was 248.3 and standard deviation = 71,831.2; susceptible sample average read length was 252.4 and standard deviation = 73,683.0). There were a total of 187,439,544 and 178,011,401 CpG sites and an average methylation frequency of 67.2 and 66.1% in the susceptible and tolerant trees, respectively. When looking at the methylation frequency across all genes (Fig. 3a), no differences were seen between trees. However, we observed a significantly higher overall DNA methylation profile in the promoter of the gene coding for a SOC1-like protein in the susceptible tree [after removing outliers mean was 36.8% vs 5.2% in Fe_g19663 (*P* = 0.0541) and 56.9% vs 17.3% in Fe_g40353 (*P* = 0.00081) for susceptible and tolerant, respectively; Fig. 3c and g], which might result in lower expression of this gene (Fig. 3b and f). The opposite pattern was seen in SVP-like (Fe_g22999), with slightly but no significantly higher DNA methylation in the tolerant line [after removing outliers 15.8% vs 12.0% for susceptible and tolerant (*P* = 0.7), respectively; Fig. 3e], which again could result in lower expression of this gene (Fig. 3d). Overall, the DNA methylation analyses showed variation in DNA methylation between a tolerant and susceptible tree, which consequently might regulate the expression of markers associated with different ash dieback susceptibility. However, to confirm epigenetic regulation of these genes, larger groups of susceptible and tolerant trees must be assessed, followed by analysis to identify differentially methylated regions.

## Conclusions

In summary, we have obtained a more contiguous ash genome which has allowed us to confirm the importance of phenology timing to combat ash dieback and identified 175 GEMs associated with disease damage scores. The new GEMs included several MADS-box genes, such as SOC-1, SVP-like proteins, and Dormancy MADS-box JOINTLESS, that showed differences in expression between susceptible and tolerant trees potentially regulated by differences in DNA methylation in the promoters. Identifying the loci responsible for tolerance to ash dieback could help in breeding programs of ash trees and combat this devastating pathogen.

## Supplementary Material

jkaf053_Supplementary_Data

## Data Availability

The whole data of this project can be found under the BioProject PRJNA865134 being the *F. excelsior* genome BioSample SAMN30100368, genome JANJPF000000000. Methylation of this genome can be found in the GEO under the number GSE214553. Nanopore raw sequencing reads, and methylation profiles of the tolerant and susceptible samples are available in GSE214552, methylation profile of the new genome and salmon counts of the Danish population against the new genome (mRNA-Seq sequenced by Harper *et al*. 2016) are available at GEO under the number GSE214551. Chloroplast and mitochondrial genomes are available at GenBank OP360910 and OP360911 to OP360929, respectively, whilst the sequence of the 3 MADS-box is available at GenBank with accessions OP133138, OP133139, and OP133140. The new genome and annotations, the methylation profiles and the variant calling file can also be retrieved from https://webfiles.york.ac.uk/Harper/Fraxinus_excelsior/ or the GSA figshare at https://doi.org/10.25387/g3.28541393, and the scripts can be found at https://github.com/sfortega/Ash_genome. Supplemental material available at G3 online.

# Supplementary material for: Fraxinus excelsior updated long-read genome reveals the importance of MADS-box genes in tolerance mechanisms against ash dieback
**Source:** G3 (Bethesda). 2025 Mar 20;15(5):jkaf053. doi: 10.1093/g3journal/jkaf053
**Supplement:** jkaf053_Supplementary_Data

**Supplemental Material Legends**

**Table S1.** Gene ontology enrichment of 4804 gene models in the new *F. excelsior* assembly that did not have high similarity with any of the cds models in the *F. excelsior* genome obtained by Sollars et al. (2016).

**Table S2.** Synima results using Orthofinder and the coding sequence of *F. excelsior* and *F. pennsylvanica* genes.

**Table S3**. Uniquely mapping rates using STAR of the reads of the Danish population.

**Table S4**. PSIKO population structure.

**Table S5**. Gene expression markers result with FDR adjusted.

**Figure S1. Plots of the new *F. excelsior* genome. A**. Chord diagram showing similarity between *F. excelsior* contigs and *F. pennsylvanica* chromosomes. Each line represents regions with high similarity (>90%) between the sequence of *F. excelsior* contigs and *F. pennsylvanica* chromosomes. Each chromosome is represented in a different color*.* **B**. Plot of the F. excelsior genome. The circles represent (external to internal): contigs location (in the + strand in light blue and – strand in dark blue), genes (in the + strand in light red and – strand in dark red), GC content, methylation frequency, LTRs (in the + strand in orange and – strand in black), TIRs (in the + strand in yellow and – strand in black) and the MADS-box location.

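Contigs of tree 2451S had mostly high medians, and the SD between their means was larger than that between their medians. Among the 2863 contigs with at least 1000 CpG groups, the median frequency was 80% or more in 94.1% of the contigs, the central 90% of contig medians lay from 78.6 to 93.3%, and the SD between contigs was 5.21. The lowest contig median was 36% and the highest 100%. The means of the same contigs ranged from 45.4 to 91.1% with an SD of 7.26. None of these contigs had a median of at most 20%, and among all 4037 contigs with at least 100 groups there were 10. By depth, the mean frequency was 73.3% in groups of 10 to 19 reads, 71.8% in groups of 20 to 29 reads, 69.5% in groups of 30 to 49 reads, 70.4% in groups of 50 to 99 reads, 75.1% in groups of at least 100 but under 500 reads and 43.0% in the 3175 groups of 500 reads and more.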

# Supplementary material for: Fraxinus excelsior updated long-read genome reveals the importance of MADS-box genes in tolerance mechanisms against ash dieback
**Source:** G3 (Bethesda). 2025 Mar 20;15(5):jkaf053. doi: 10.1093/g3journal/jkaf053
**Supplement:** jkaf053_Supplementary_Data

**Supplementary text:**

**Material and methods**

**Chloroplast and mitochondria assembly**

Organelle reads were extracted in a similar way as reported by Syme et al., (2021). Chloroplast reads were initially extracted from the raw reads by mapping with MINIMAP2 (Li 2018) with the full chloroplast genome of *Fraxinus* *angustifolia* (GenBank accession number MH817870.1) a circular plastidome of 155574 bp. SAMTOOLS (Li et al. 2009) were used to extract the mapped reads and used as input with CANU assembler (Koren et al. 2017). Finally, the assembled reads were polished with RACON version 1.4.20 and MEDAKA version 1.0.3. (Vaser et al. 2017)and the polished reads were used again as the query of the raw reads to obtain the full dataset of chloroplast reads.

Unmapped chloroplast reads of the second round were used to map 36 *Fraxinus ornus* mitochondria genes (MG457288.1, MG431798.1, MG431788.1, MG431778.1, MG431768.1, MG431758.1, MG431748.1, MG431738.1, MG431728.1, MG431718.1, MG431708.1, MG431698.1, MG431688.1, MG431678.1, MG431668.1, MG431658.1, MG431648.1, MG431638.1, MG431628.1, MG431618.1, MG431608.1, MG431598.1, MG431588.1, MG431578.1, MG431568.1, MG431558.1, MG431548.1, MG431538.1, MG431528.1, MG431518.1, MG431508.1, MG431498.1, MG431488.1, MG431478.1, MG431468.1, MG431458.1). The mitochondria was assembly following the same approach than with the chloroplast. QUAST and SEQKIT stats were used after each round to check the completeness of both organelle genomes.

Both chloroplast and mitochondria genomes were annotated using MPI-MP Chlorobox GeSeq tool (Tillich et al. 2017). The Chlorobox set up for the chloroplast included annotations of plastid inverted repeat (IT), the trans-spliced rps12, support annotation by Chloë, tRNA-scan-SE v2.0.7 (Organellar tRNA, universal genetic code and score cut-off of 15) and used as Reference the chloroplast land plants+rRNA

Mitochondrion genome was annotated using 233 mitochondria genomes as 3^rd^ Party references (accessed 26.03.2022) as a linear genome, keeping all annotation, BLAT searches with 25% protein identity and 70% rRNA, tRNA, DNA identity, and the tRNAscan-SE v2.0.7 tool for annotating tRNAs (Universal genetic code and score cut-off of 15). Only one round of mitochondria was used to obtain the assembly, but a second round using the medaka polished as input for MINIMAP2, was used to remove more reads mapping to this organelle before assembling the genome.

Methylation was called with NANOPOLISH for both organelles and the frequency of methylated reads was calculated using the PERL script calculate_methylation_frequency.py

**Results**

**Chloroplast and mitochondria genome assemblies**

After the first round, a total of 8,330 plastome reads were extracted with a coverage of 200.04x (3200816 bases). MEDAKA polishing produced an assembly with a total length of 180,159. After the second round, a total of 9,387 reads were mapped (36,000,193 bases, 200 times coverage) and one single contig was assembled by CANU, RACON and MEDAKA (total length was 192837, 37.54% G+C content).

Instead, the mitochondria assembly reached a total size of 592,457 bp divided into 19 contigs, with a GC content of 44.65% (N50 59,582 divided into 19 contigs (minimum length was 3,680 bp and maximum 116,956 with average 31,209.7). However, the second round of CANU, RACON and MEDAKA produced an assembly of more than 900 kbp, and we decided to keep the assembly of the first round as the final mitochondria genome.

A total of 218 gene models (244 exons and 37 introns) and 11 rRNA models were annotated in the chloroplast, whilst the mitochondrion genome was annotated with 1824 gene models (169 exons, 1454 CDS, 97 introns), 168 rRNAs and 298 tRNAs.

**References**

Koren S, Walenz BP, Berlin K, Miller JR, Bergman NH, Phillippy AM. 2017. Canu: scalable and accurate long-read assembly via adaptive k-mer weighting and repeat separation. Genome Res. 27:gr.215087.116. doi:10.1101/GR.215087.116.

Li H. 2018. Minimap2: pairwise alignment for nucleotide sequences. Bioinformatics. 34:3094–3100. doi:10.1093/BIOINFORMATICS/BTY191.

Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, Marth G, Abecasis G, Durbin R. 2009. The Sequence Alignment/Map format and SAMtools. Bioinformatics. 25:2078–2079. doi:10.1093/BIOINFORMATICS/BTP352.

Syme AE, McLay TGB, Udovicic F, Cantrill DJ, Murphy DJ, McLay TGB, Udovicic F, Cantrill DJ, Murphy DJ. 2021. Long-read assemblies reveal structural diversity in genomes of organelles – an example with *Acacia pycnantha*. GigaByte. 2021:1–23. doi:10.46471/GIGABYTE.36.

Tillich M, Lehwark P, Pellizzer T, Ulbricht-Jones ES, Fischer A, Bock R, Greiner S. 2017. GeSeq - versatile and accurate annotation of organelle genomes. Nucleic Acids Res. 45(W1):W6–W11. doi:10.1093/NAR/GKX391.

Vaser R, Sović I, Nagarajan N, Šikić M. 2017. Fast and accurate de novo genome assembly from long uncorrected reads. Genome Res. 27:737–746. doi:10.1101/GR.214270.116/-/DC1.

How the deposited data were processed for this re-analysis (not part of the article)

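Methylation was measured in leaf DNA of 1 grafted ash tree, the reference tree 2451S, on a PromethION R9.4.1 flow cell. The 2 sample records of the series were taken as 1 replicate of this tree. Their descriptions name a raw signal archive and passed reads, under run names that are alike but not identical, and it was not checked whether they come from 1 library. The authors called CpG methylation with Nanopolish (version 0.13.2 in the submitters' notes) against the contigs of the new genome. The aligner is not given in the sources used here. Coordinates are 1-based positions on these contigs, and no reference sequence of this genome was used here. The only annotation used was the gene coordinates in Table S2 and the gene descriptions in Table S5.

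The values used were 2 tables of the authors. In the first, the authors deposited counts for each CpG group, namely called sites (reads times CpGs) and methylated sites, and their ratio as a fraction rounded to 3 decimals. In the second, the authors deposited a score for each read and CpG group, the log-likelihood ratio of methylated against unmethylated, and the calls used here cover parts of 53 contigs and end in an incomplete line, which was left out. The deposited fraction was checked against the deposited counts, and they differed by no more than the rounding. Organelle genomes, CHG and CHH methylation, and the trees of the expression and tolerance experiments were not analysed here.

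From the counts, reads per group were computed as called sites divided by CpGs, and the methylation frequency as methylated divided by called sites, in percent. By the check against the calls per read, reads per group leave out reads without a call of at least 2 per CpG. Groups with at least 10 reads were kept, 86.2% of those listed. Groups were classed as low (at most 20%), intermediate and high (at least 80%). Medians were taken over groups, with 95% intervals from order statistics. Shares carry Wilson intervals and single groups or genes exact binomial intervals. All of them cover counting error only, since neighbouring CpGs share reads. Contigs were summarised where they had at least 1000 groups. Windows of each size were summarised where they had at least 5, also where the end of a contig cut them short. Contigs were placed on the 23 pseudochromosomes by the F. pennsylvanica chromosome of more than 50% of their syntenic genes in the first 1998 rows of Table S2. The spread of medians between pseudochromosomes was set beside 10000 random reassignments of whole contigs. The same rows gave coordinates for 1846 genes. For these, 20 intervals of 5% of the gene body and 20 intervals of 50 bp in 1 kb upstream and downstream were averaged per gene and then over genes. The intervals are those of the paper's methods, and averaging per gene first was the choice made here. Named genes were the 11 MADS-box genes that the paper lists, where coordinates were known, and every gene of the first 136 rows of Table S5 with coordinates in those rows of Table S2. None of the former and 4 of the latter had coordinates in the materials used here. Contigs were to be named where their median was at most 20%, up to 10 of them.

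With 1 tree there was no test between conditions. The coverage minimum, class limits, windows, gene lists and the alternatives to each (at least 1, 5 or 20 reads, groups of 1 CpG, groups of up to 2 times the median reads, contigs of at least 100 kb, other windows and limits) were chosen before the data were examined. A comparison with other log-likelihood limits was planned as well, but its limits (none, 1 and 2.5 per CpG) were set after the data were seen, and it covers only the CpG groups of the calls per read. The copy of the second table used here ends in an incomplete line and may have been shortened. Its calls cover parts of 53 contigs and it has no column of frequencies, so it was not used for a median over all contigs.

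The calculations were tested on simulated data, with known frequencies drawn at the real reads of 1120178 CpG groups. A mean of 62.9% was recovered as 62.9%, a deficit of CCGG sites of -19.8 percentage points against TCGA as -19.7, and 5 of 5 contigs of low methylation were found. The simulation held no errors of calling, limit on the likelihood ratio or effect of strand, so it tests the calculations and not the calls. Its low contigs had the same low frequency in every group. Of the measured low contigs, the 9 other than the one with the lowest mean had means from 27.3 to 46.4%. A median of 95% was recovered as 88.9%, so that sampling of reads alone lowered the median in this setting. Most groups of high frequency were given exactly 95% in the simulation. The size of the drop therefore does not carry over to the measured median. The analysis used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.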

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

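The tests of groups of like depth and of base composition below were chosen after the results were seen. With 1 tree, no biological explanation was tested for any of the patterns.

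A class of CpG groups with a frequency of at most 20% stands out that a median does not show. It holds 18.3% of the groups, and with it the median frequency (90%) lies 18.6 percentage points above the mean over groups. Few reads per group do not account for the gap, which was 20.2 points among groups with at least 20 reads. Calling neighbouring CpGs as 1 group does not account for it either, since the gap was 18.5 points among groups of 1 CpG. Leaving out calls of low confidence stays open in part, because the gap over the groups in the calls per read was 20.2 points with the limit of 2 per CpG and 12.1 points without a limit, a value between the bounds set for the test.

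Among groups of 1 CpG, sites in CCGG had a mean frequency of 50.9% and a median of 54.8%, the lowest of the 10 flanking contexts, against 76.1% and 93.1% in TCGA, the highest. The next lowest mean was 64.9% in ACGG. Without a limit the difference between CCGG and the other contexts in the calls per read was still -13.9 percentage points (-19.4 with the limit). Of the calls at CCGG, 39.8% passed the limit, against 58.0% in the other contexts. A part of the difference therefore depends on the limit. Without a limit, 48.2% of calls at CCGG were methylated, against 62.1% in the other contexts. Weak calls are then counted by their sign alone, and they are a larger share at CCGG. The comparison therefore cannot tell whether calls of low confidence account for the rest. An effect of the strand that carries CCG stays open. At sites with CCG on 1 strand only, 59.2% of confident calls on that strand were methylated and 66.8% on the other, a difference of -7.67 points, and only 36.3% of calls on the strand with CCG passed the limit against 62.4% on the other. CCGG carries CCG on both strands and was lower still at 47.4%, and since the size of a strand effect at CCGG itself was not measured, it cannot be told apart from a lower level of methylation at these sites.

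Of the 4037 contigs with at least 100 CpG groups, 10 had a median frequency of at most 20%. They are short, from 10192 to 45148 bp by the last listed position, and hold 2076 groups. The one with the most groups, tig00008497_pilon, had a median of 11.8% and a mean of 39.1% over 558 groups. In the test for organelle-derived DNA read at high depth, 0 of 10 had over 2 times the genome's median reads per group. The paper set organelle reads aside before the assembly and removed contigs of abnormally high coverage. The test thus had little room to find such contigs, and organelle-derived DNA at ordinary depth was not tested. The median depth of the 10 contigs was 15 reads, between the bounds set for a test of low depth. Groups of 10 to 19 reads had a median of 88.9% in the whole genome, so few reads in a group do not alone give a low median. Depth that is low over a whole contig was not tested. Base composition was measured only as the mean GC content of the short sequences given with the CpG groups, 46.3% over all groups, and not of whole contigs. Of the 9 contigs other than tig00006524_pilon, 0 lay over 5 points from that mean, against 2.03% of all contigs with at least 100 groups. This bound, and the setting apart of tig00006524_pilon, were chosen after the values were seen. The 9 differed from the mean by up to 4.16 points, and whether differences of this size play a part was not tested. In tig00006524_pilon, 2.61% of called sites were methylated and the GC content of these sequences was 10.7 points above the mean, but a single contig does not decide. The 75 contigs with over 5 points more GC content in these sequences had a median level of 91.9%.

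The 1971 groups with at least 1000 reads had 22.7% of their called sites methylated, with a mean over groups of 37.5% and a median of 30.1%. Of the 1 kb regions upstream of 1768 syntenic genes, 21.5% had a mean frequency of at most 20% (Wilson 95% interval 19.7 to 23.5%).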

How the results depend on the processing

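The differences by CpGs per group and by flanking bases and the r of neighbouring groups kept their sign, but the order of the gene regions changed. The other results are levels, shares, ranges or counts, which cannot change sign. The difference by flanking bases is taken between CCGG and TCGA, the contexts with the lowest and the highest mean in these data. Its sign could therefore hardly change. Of 121 recalculations, 48 stayed within the 95% interval of the value reported (for gene profiles from the standard error over genes), or within 1.5 times a count, and 73 moved beyond it. Intervals over many groups are narrow, so that small shifts count as moved. The cause of these shifts was not tested. With every listed group, at least 5 reads and at least 20 reads, the median frequency was 89.7, 89.5 and 90.7%, the share of methylated calls 71.3, 71.2 and 70.0%, the low class 17.9, 17.8 and 20.0%, the high class 62.4, 62.8 and 63.6%, the range of medians between pseudochromosomes 6.79, 6.79 and 7.11 points, the difference between groups of 5 and more CpGs and of 1 CpG 17.2, 17.2 and 9.53 points, CCGG minus TCGA -24.0, -24.3 and -27.6 points, and the share of low 1 kb windows 7.23, 7.30 and 8.74%. With groups of 1 CpG, the median was 88%, the share of methylated calls 68.5%, the low class 19.0%, the high class 60.3% and the r over 100 to 200 bp 0.571, and that r was 0.648 with at least 20 reads. Without groups of over 2 times the median reads, the share of methylated calls was 72.3%, the low class 18.2% and the high class 63.4%. On contigs of at least 100 kb the share of methylated calls was 70.9%. The unit mattered more for the median, which was 92.3% weighted by CpGs, 82.5% over means of 1 kb windows and 72.2% over means of 100 kb windows. With limits of 10 and 90%, the low class was 15.4% and the high class 51.0%. Over the groups in the calls per read, the median was 88.9% with the limit of 2 per CpG and 76.7% without a limit, 85% at 1 and 90.5% at 2.5 per CpG, and the share of methylated calls 68.5% against 64.3, 67.6 and 68.6%. In recalculations chosen after seeing the data, over the same groups, the low class was 21.2% with the limit of 2 and 15.8, 19.7 and 21.6% with no limit, 1 and 2.5 per CpG, and the high class 60.6% against 44.8, 56.6 and 61.9%, so that it no longer held most groups without a limit. Means of pseudochromosomes ranged over 14.2 points. Contig medians ranged over 100 points with at least 100 groups per contig, where 10 contigs had a median of at most 20%, and over 24.9 points with at least 5000, against 64. With calls pooled over genes, the gene body profile averaged 57.2% and the downstream profile 44.0%. With each gene's groups averaged without intervals, an alternative chosen after seeing the data, the gene body had 39.8% and the downstream region 44.5%, so that the body was the lowest region (upstream 42.9%) and not the highest. The shares of genes with the lowest and highest body methylation were 15.0 and 53.1% with at least 20 groups in the body, and 37.7 and 33.6% with limits of 20 and 60%. The share of low upstream regions was 25.1% with at least 20 reads and 12.3% with a limit of 10%. The share of low windows was 11.3% with 500 bp, 3.62% with 2 kb and 4.07% with a limit of 10%. Median GC content was 45.5% in each of its 4 recalculations. The sequence of a group of 1 CpG has 11 bases, so its GC content takes coarse steps and this median could hardly move. The upstream profile kept within its interval in each of its 6 recalculations. A median over all contigs from the second table was not run, since the copy used here, which ends in an incomplete line and may have been shortened, covers parts of 53 contigs and has no column of frequencies. Depth limits the precision of single groups, and every value is limited to 1 tree.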

Differences from the paper's values

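No value of the paper that was also computed here differed from it by more than 1.5 times. For the median frequency this limit decides nothing, since even the highest possible frequency lies within 1.5 times the paper's value. The paper's median level of methylation is 71%, against a median over CpG groups of 90%, and of 88 to 92.3% under the alternatives over groups set before the data were examined. The median over means of 1 kb windows was 82.5%, and over means of 100 kb windows it was 72.2%. Over the CpG groups in the calls per read it was 76.7% with no limit on the log-likelihood ratio. The values nearest to the paper's are that of 100 kb windows, the mean over groups (71.4%) and the share of methylated calls (71.1%, and 68.5 to 72.3% under its alternatives), of which the last 2 are means and not medians. The paper's median GC content is 43.4%, against 45.5% in the sequences given with the CpG groups, which is a measure of bases around CpGs and not of the whole genome. The paper's 4353 contigs compare with 4347 on which CpG groups were listed, and its longest contig of 2511904 bp with a last listed CpG at 2511867.

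The paper's methods restrict the frequency to positive log-likelihood ratios. In the calls used here, counting both positive and negative ratios of at least 2 per CpG gave numbers identical to the deposited ones in 99.9% of the CpG groups covered, and 32.4% of these calls had a negative ratio. If only positive ratios entered both numbers, every group would have a frequency of 100%, whereas 78.8% of the covered groups had a lower one.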

Other observations

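The genes of tree 2451S had a methylation profile with a minimum around the start of the gene. The paper draws this profile for a pair of other trees over all genes (Fig. 3a), and here it was taken over the 1846 genes with coordinates in the first 1998 of 19063 rows of Table S2, all of them syntenic with F. pennsylvanica. The mean frequency was 57.4% (standard error over genes 1.27) in the interval farthest upstream and 19.6% (1.00) in the 50 bp before the gene. It rose from 21.0% at the start of the body to 53.1% (1.13) in the interval numbered 15 of 20 and was 43.4% at the end of the body. Downstream it was 33.5% next to the gene and 51.9% at 1 kb. Averaged over intervals, the upstream region had 42.2%, the gene body 45.2% and the downstream region 42.6%, all below the mean of 71.4% over all CpG groups. The order of the 3 regions depends on the averaging, since the means per gene without intervals were 42.9, 39.8 and 44.5% (standard errors over genes 0.611, 0.741 and 0.615). Gene bodies differed widely. Of 1721 genes with at least 5 CpG groups in the body, 30.0% had at most 10% of called sites methylated (Wilson 95% interval 27.9 to 32.2%) and 41.0% had over 50% (38.7 to 43.4%). Genes of the lowest class had a median length of 726 bp, and genes of the highest class 4181 bp. Among genes with at least 20 groups in the body, which leaves out short genes, the 2 shares were 15.0 and 53.1%.

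The MADS-box genes whose expression the paper associates with damage were not analysed here, since their coordinates were not in the materials used. Of the other genes associated with damage, 4 had coordinates. Fe_g3120, a prohibitin homologue on contig tig00002449_pilon from 248709 to 250336 (+ strand), had 71.1% of called sites methylated in the 1 kb upstream (exact 95% interval 67.6 to 74.4%, 20 CpG groups) and 21.0% in the body. Fe_g3105, a small heat shock protein gene on the same contig from 116719 to 117606 (+ strand), had 43.9% upstream (39.8 to 48.0%, 16 groups) and 1.99% in the body. Fe_g4298.2, annotated for xyloglucan endohydrolysis, on tig00003356_pilon from 306580 to 307729 (+ strand), had 30.2% upstream (26.0 to 34.7%, 13 groups) and 9.19% in the body. Fe_g2619, of the UDP-glycosyltransferase family, on tig00002280_pilon from 44214 to 44552 (- strand), had 14.9% upstream (13.2 to 16.6%, 25 groups) and 3.56% in the body. In the 500 bp next to the gene, the values were lower for each of them, 43.7, 20.5, 18.8 and 2.46%. Only tree 2451S was measured, so these values say nothing about damage scores.

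One hypothesis was that contigs differ in their mean frequency with the density of syntenic genes. Across 242 contigs with at least 1000 CpG groups in the rows of Table S2 used here, without the last contig listed, the Pearson r of mean frequency and genes per 100 kb was -0.724 (Spearman rho -0.731). The 60 contigs with the fewest genes per 100 kb had a mean frequency of 75.3% (SD 5.24 between contigs) and the 60 with the most had 62.9% (SD 5.05). The low methylation of the listed genes alone does not account for it. Over CpG groups more than 1 kb from every listed gene, the r was still -0.621. Genes outside the listed rows were not masked and may add to this r of -0.621. The contigs belong to 1 tree and are not independent replicates, so no p-value is given.

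Groups of more CpGs had higher frequencies, with a mean of 69.5% for 1 CpG, 76.7% for 2 and 85.1% for 5 and more. The difference between the last and the first was 15.6 points with at least 10 reads and 9.53 points with at least 20 reads. Each read gives 1 score per group and the limit is per CpG, so groups of more CpGs need a larger ratio to be counted. Whether the limit adds to this difference was not tested. Very deep groups weigh on pooled values. Groups with at least 1000 reads lie on 344 contigs and make up 2.04% of all called sites. On tig00012398_pilon, singled out after its values were seen, the median frequency was 88% but 10.8% of called sites were methylated, and 1.52% of its groups held 88.1% of its called sites, with up to 27088 reads in a group.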
